A study of Rattus norvegicus with 8 samples.

How the data were processed

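Ovary RNA from 8 immature female rats was measured on 1-colour Agilent rat expression arrays, 4 arrays labelled control and 4 labelled PMSG. PMSG is pregnant mare serum gonadotropin, a hormone preparation with follicle-stimulating and some luteinising activity. Per the labels' protocols, rats aged 26 days were injected under the skin with a dose of 50 IU PMSG, dissolved in 0.2 ml buffered albumin, or with the buffer alone. Ovaries were taken 48 h later, at 28 days of age. Per the labels' protocols, 500 ng of total RNA per sample was reverse transcribed from an oligo-dT primer and transcribed into Cy3-labelled cRNA. Groups were taken from the sample titles alone. Every direction below follows those titles and is written as arrays labelled PMSG against arrays labelled control, because several hormone-responsive genes ran against the direction generally known for gonadotropin treatment.

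Per the file headers, spot intensity was extracted with Agilent Feature Extraction 11.5.1.1, with spatial and multiplicative detrending and with surrogate values for spots not above background. The deposited scanner files give for each spot the processed signal, the mean and local background signal, and calls for well above background, saturation and outliers. The authors also deposited a table of log2 values with 1 value per probe and array. By comparison with the scanner files these are log2 signals minus each array's 75th percentile, without centring of probes, and every column matched its own array best. Columns not used numbered 0. Probe coordinates are on the build rn4 (assembly version 3.4) named in the file headers. Gene names are those of the array files. For 116 of the 30367 probes an accession was named through a RefSeq table of the GRCr8 assembly, which was used for names only; 18795 probes had a RefSeq symbol in it.

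Each array carried 58717 non-control spots of 30367 probes, each 60 bases long. Of the probes, 13137 had 1 spot, 15840 had 2 spots and 1390 had 10 spots. Control spots and spots called as outliers were left out, and log2 processed signals of the remaining spots of a probe were averaged. A set of 17 probes with no usable spot on some array was dropped, leaving 30350. No spot was saturated. Values were scaled by subtracting each array's 75th percentile of log2 signal over all these probes. A probe counted as well above background on an array where at least 0.5 of its usable spots did, and was tested where this held on at least 4 of the 8 arrays, whichever they were. This left 25303 probes. The number of arrays, 4 per group, limits the precision of every comparison.

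The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariates), with Benjamini-Hochberg adjustment over all tested probes and a threshold of 0.05. A 2-fold difference means an absolute log2 difference of at least 1. A probe well above background on all 4 arrays of one label and on 0 of the other has only a bound. Its fold is given as at least the bright group's mean over the dim group's mean, where each dim array took the higher of its lowest well-above-background spot and the probe's own value. That floor was first taken from probe averages and was raised to single spots after the values had been seen, which replaced 1 named gene in each direction. Named probes above background on all arrays of the brighter label and on part of the other are given as bounds in the same way. The 12 gene lists were tested with camera at a preset inter-gene correlation of 0.01, with 1 probe per gene (the highest mean over all arrays), adjusted over the 12 lists. The camera calls were set beside fry, camera with an estimated correlation, and an exact two-sided permutation test of each list's mean level per array. With 4 arrays against 4 the smallest p such a test can give is 0.0286. The lists cover granulosa cell response to gonadotropin, steroid synthesis, cholesterol synthesis and uptake, cell division, ovulation, oocyte, endothelium, macrophages and leukocytes, fibroblasts and smooth muscle, adipocytes, oviduct epithelium and red blood cells.

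The lists, the 12 key genes, the tests and most alternatives were fixed before the data were examined. The genes named are the key genes, the 8 genes per direction with the largest difference among probes past the threshold that were well above background on all 8 arrays with no overlap between groups, the 4 per direction with the largest bound, and the 3 with the largest difference in each list, of which 1 is not reported here. Where a gene had several probes, the brightest was used, except that bounds were ranked over single probes. Of the listed genes, Nlrp14, Oosp1 and Ovgp1, and the key gene Foxo1, were not analysed here. The granulosa and steroid lists share 2 genes, Cyp19a1 and Hsd17b1, and no other gene is in more than 1 list. The list gene Akr1c18 was reached through the RefSeq synonym of Akr1c3.

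The test procedure was checked on simulated data with 25303 probes, of which 200 were changed in the comparison of PMSG with control. It recovered 0% of changes of log2 0.5, 53% of changes of log2 1 and 87% of changes of log2 2. False calls made up 5.36% of calls at log2 1 and 4.40% at log2 2, and there were 0 calls when no probe was changed. Simulated probes varied independently, which real probes do not. Far fewer probes were changed than the 8658 that differed in the real comparison, and fewer changed probes make the adjustment stricter. The recovered shares therefore hold for the simulated setting and do not measure how well small changes were found in the real comparison.

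Alternatives covered quantile normalization, median centring, normexp background correction with an offset of 50, other filters and a floor on dim values, the deposited log2 table, blocks for replicate number and for slide row, other variance models and array weights, other tests, averaged probes, and leaving out each array. Removal of each array's trend with probe GC content and averaging of probes that share runs of 25 bases were chosen after seeing the data. All 8 arrays lay on 1 slide with 1 scan date. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the figures.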

Results

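Gene expression in the ovary was compared between 4 arrays labelled PMSG and 4 labelled control, to ask how a gonadotropin injection changes ovarian transcripts within 48 h. The 75th percentile of the signal lay at 1042, 1054, 1002 and 1102 on the control-labelled arrays 1 to 4, and at 982, 1024, 768 and 1082 on the PMSG-labelled arrays. The share of probes well above background was 81.9% ± 0.972 (SD, n = 4) in arrays labelled control and 83.4% ± 1.12 (SD, n = 4) in arrays labelled PMSG. This difference did not exceed the spread between arrays (exact two-sided permutation test, p = 0.0857). Correlations across probes between arrays of the same label ran from 0.987 to 0.993 for control and from 0.977 to 0.991 for PMSG, and between labels from 0.960 to 0.972. Each of the 8 arrays correlated better on average with its own label than with the other.

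Of 25303 probes tested with limma, 8658 (34.2%) differed at an adjusted p under 0.05. Of these, 4452 were higher and 4206 were lower in arrays labelled PMSG, but lower ones prevailed under quantile normalization (4182 against 4868) and median centring (3750 against 4935). Without adjustment 11475 probes had a p under 0.05. In 9250 probes (36.6%) the values of the groups did not overlap, where chance gives 2.86%. The alternative that moved the count of differing probes most was leaving out PMSG array 4, which raised it to 11382. A difference of at least 2-fold was found for 2987 probes, 1823 of them higher and 1164 lower in arrays labelled PMSG. Normexp background correction lowered this count to 1483, and under quantile normalization 1398 were higher and 1472 lower, so which direction holds more 2-fold probes depends on the scaling. The median log2 difference over all tested probes was 0.11, and quantile normalization brought it to 0.03, so small differences are to be read relative to that shift. Among 614 genes with at least 2 differing probes, 27 had probes in both directions. Of the 2-fold lower probes, 111 (9.54%) belonged to a set that shares sequence with the glyceraldehyde-3-phosphate dehydrogenase transcript, so these counts of probes are not counts of independent transcripts.

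**Figure D1:**
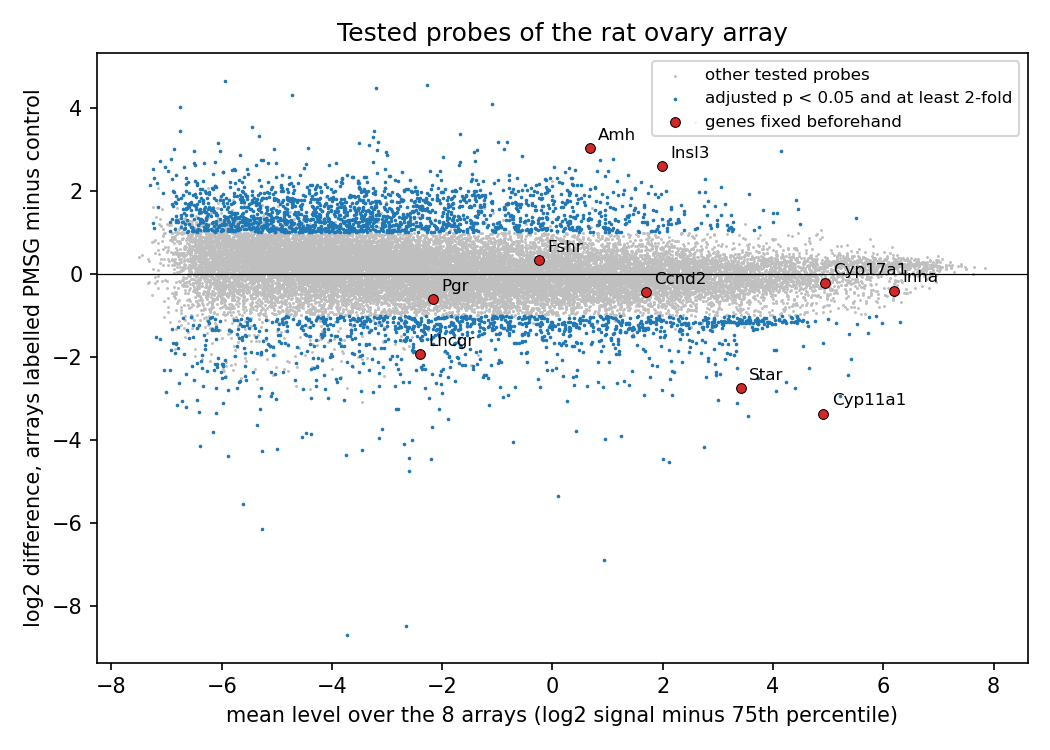
Log2 difference (arrays labelled PMSG minus control, vertical axis) against the mean level over the 8 arrays (log2 signal minus the 75th percentile, horizontal axis) for 25303 tested probes. Blue points are the 2987 probes past an adjusted p of 0.05 with at least a 2-fold difference, and red points are the key genes, with Amh at 3.03 and Cyp11a1 at -3.36.

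Of the 12 key genes fixed beforehand 10 were tested, and 5 of these 10 differed between the labels. Amh, encoding anti-Mullerian hormone, was higher in arrays labelled PMSG, at 2.19 ± 0.62 (SD, n = 4, log2 signal minus the 75th percentile) against -0.83 ± 0.23. Its probe lies on chromosome 7 from 10417373 to 10417432 in rn4, and the log2 difference was 3.03 (SE 0.29, limma adjusted p = 2.61e-04). Insl3, a product of theca cells, was higher by 2.60 (SE 0.27, limma adjusted p = 3.47e-04; chromosome 16, 18891416 to 18891475). The luteinising hormone receptor gene Lhcgr was lower in arrays labelled PMSG, with a log2 difference of -1.93 (SE 0.27, limma adjusted p = 0.00114; chromosome 6, 12614473 to 12614532). Star, which encodes the protein that brings cholesterol into mitochondria, stood at 4.79 ± 0.10 (SD, n = 4) in arrays labelled control and at 2.04 ± 1.24 (SD, n = 4) in arrays labelled PMSG. Its log2 difference was -2.75 (SE 0.54, limma adjusted p = 0.00541; chromosome 16, 70640879 to 70640938). Another Star probe fell by 2.05. Cyp11a1, encoding the enzyme of the first step of steroid synthesis, fell from 6.59 ± 0.10 (SD, n = 4) to 3.24 ± 0.70 (SD, n = 4), a log2 difference of -3.36 (SE 0.31, limma adjusted p = 2.32e-04; chromosome 8, 61805170 to 61805229). These 5 genes were separated without overlap in all 8 arrays.

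The other 5 tested key genes did not pass the threshold. Their log2 differences were 0.34 for Fshr, -0.22 for Cyp17a1, -0.39 for Inha, -0.43 for Ccnd2 and -0.60 for Pgr, with limma adjusted p-values from 0.0921 for Inha to 0.483 for Cyp17a1. Inha passed under quantile normalization (limma adjusted p = 0.0430) and without control array 3 (0.0244), in a range up to 0.213 over its alternatives. Pgr passed without PMSG array 4 (0.0373), in a range up to 0.497. The probe of Cyp19a1, the aromatase gene, was well above background on 0 of 8 arrays, with unscaled signals between 2.25 and 5.14, and was not tested.

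**Figure D2:**
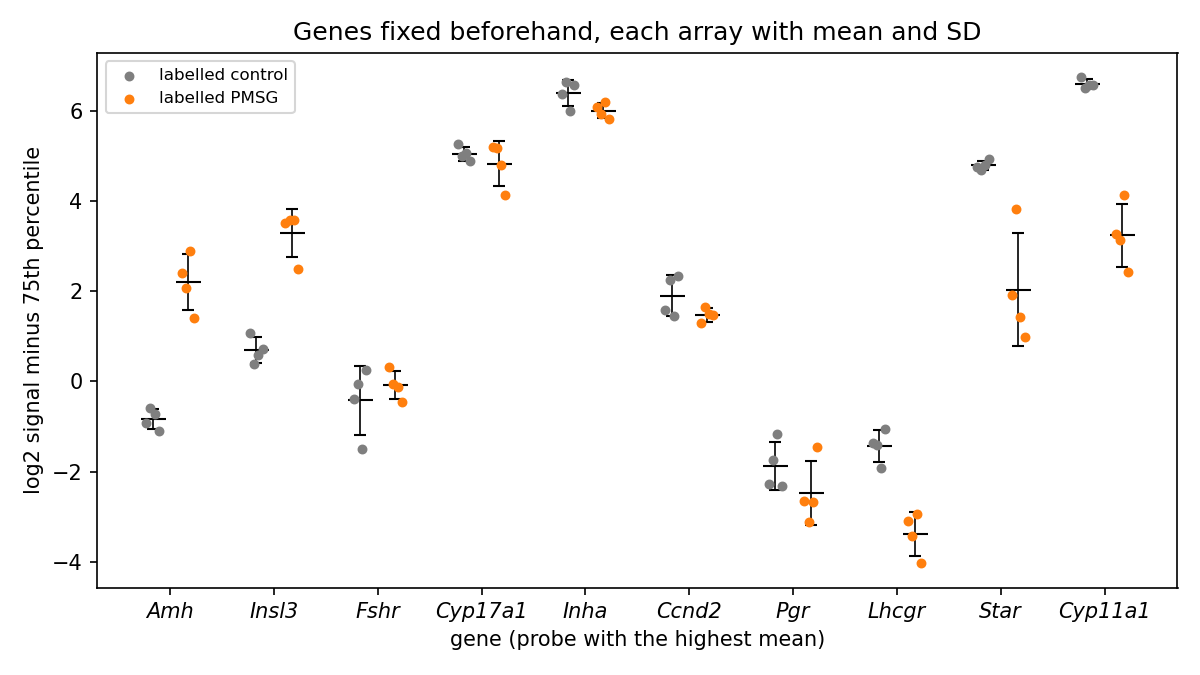
Level of each tested key gene (log2 signal minus the 75th percentile, vertical axis) on every array, as points for the 4 arrays of each label, with bars for the mean and SD. The arrays labelled PMSG lie above all control-labelled arrays for Amh and Insl3 and below them for Lhcgr, Star and Cyp11a1.

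The largest increases in arrays labelled PMSG among genes well above background on all arrays were those of Art5 (log2 difference 4.56, SE 0.26, limma adjusted p = 3.74e-05; chromosome 1, 159576988 to 159577047) and Tgm6 (4.48, SE 0.58, limma adjusted p = 8.09e-04). Log2 differences of Ctnnd2, Ly6g6e, Dhrs7c, Cyp4f1, T and Cd83 ran from 3.44 down to 3.17. The largest decrease was that of Fabp6, from 4.36 ± 0.34 (SD, n = 4) to -2.51 ± 0.91 (SD, n = 4), a log2 difference of -6.87 (SE 0.42, limma adjusted p = 5.09e-05; chromosome 10, 28694773 to 28694832). Runx2 followed with -5.33 (SE 0.24, limma adjusted p = 1.69e-05). Log2 differences of Il1rl1, A2m, Vtcn1, Hpx, Pzp and Ptpn5 ran from -4.75 to -4.25. Other probes of 4 of these genes changed far less, with log2 differences of 0.80 for Art5, 0.23 for Ctnnd2, -0.08 for Il1rl1 and -0.36 for Runx2.

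Some probes were well above background on all 4 arrays of one label and on 0 of the other. There were 88 such probes in arrays labelled PMSG and 52 in arrays labelled control. Among the latter, Akr1c3 was at least 129.9-fold higher in arrays labelled control, Ereg at least 18.3-fold, the transcript ENSRNOT00000010151 at least 11.7-fold and ste2 at least 7.24-fold. A brighter Akr1c3 probe, well above background on 4 arrays labelled control and 1 labelled PMSG, was at least 247.2-fold higher in arrays labelled control. Because genes of the AKR1C family resemble each other, which member the Akr1c3 probes measured is uncertain. In arrays labelled PMSG, Atp6v1b1 was at least 7.35-fold higher, Catsperg1 at least 7.10-fold, Jph3 at least 4.00-fold and Abcg5 at least 3.85-fold. Other probes of Catsperg1 and Jph3 had log2 differences of 0.40 and -0.51. These bounds, and those of list genes below, hold only for the processing used here. On the log2 scale they stand at 7.02 for the first Akr1c3 probe, 4.19 for Ereg and 2.88 for Atp6v1b1. Over the alternatives the log2 differences of these probes came as near to 0 as -4.57, -2.11 and 1.30.

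Of 165 listed genes tested, 99 passed the threshold over all probes and 105 when adjusted over the list alone. All 24 genes of cholesterol synthesis and uptake were lower in arrays labelled PMSG and past the threshold, with a median log2 difference of -2.30 (camera adjusted p = 7.02e-23), with Hsd17b7 at -3.77 and Msmo1 at -2.93 among the largest decreases. Steroid synthesis was lower with a median of -0.79 (adjusted p = 1.27e-04), 8 of 13 genes past the threshold and all 8 lower. Ovulation genes were lower with a median of -1.02 (adjusted p = 6.36e-04), which stayed at -1.02 with Ereg and Has2 set to their bounds. Areg fell by 4.08, whereas Ptx3 rose by 1.55. Cell division genes were lower with a median of -0.48 (adjusted p = 1.13e-05), 15 of 30 past the threshold. All 13 oocyte genes were higher and past the threshold, with a median of 1.89 (adjusted p = 5.27e-07), H1foo, Zar1 and Zp2 rising most, by 2.22, 2.18 and 2.17. Of 9 oviduct epithelium genes all were higher and 8 passed, with a median of 1.67 (adjusted p = 7.16e-05), or 1.57 with Muc1 and Dnah5 at their bounds. Cdh16 rose by 2.51. Muc1 was at least 8.03-fold and Dnah5 at least 2.37-fold higher, with control-labelled arrays partly below background. Which tissue the transcripts of the oviduct epithelium list came from was not tested, so their rise need not be a response of the ovary.

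The endothelium list was lower with a median of -0.44 (camera adjusted p = 0.0196), with Flt1 at -1.04 and Eng at -0.90. Tek was at least 2.02-fold lower, with 1 array labelled PMSG below background. Of its 12 genes 6 passed, 5 lower and 1 higher, Vwf at 0.50. The granulosa cell response list was lower with a median of -0.43 (adjusted p = 0.0332), with Lhcgr, Nr5a2 at -1.47 and Inhba at -1.32 ahead. Of its 13 genes 7 passed, 6 lower and 1 higher, Esr2 at 0.95; Vwf and Esr2 are named because of their values. The list lost its call under fry (0.0652), within a range from 0.00176 to 0.553 over its alternatives. Inhba itself fell short of the threshold under 5 of 19 alternatives. Dnah5 and Tek each did so under 1 of 18, and Lum of the fibroblast list under 5 of 19. The remaining lists did not pass with camera. These were macrophages and leukocytes with a median of 0.33 (0.0654), red blood cells with -0.42 (0.0923), adipocytes with 0.76 (0.239) and fibroblasts and smooth muscle with 0.10 (0.365). In these lists the largest differences were those of Ptprc (0.69), Aif1 (0.68) and Laptm5 (0.64), of Alas2 (-1.38), Ahsp (-1.18) and Slc4a1 (-1.03), of Cidea (1.85), Retn (1.20) and Cidec (0.84), and of Dcn (0.70), Lum (0.58) and Myh11 (0.56).

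The list calls depended on the test. Under fry 8 lists passed, with the leukocyte list (0.0470, in a range from 0.0114 to 0.553 over its alternatives) in place of the granulosa list. With an estimated correlation between genes only cholesterol synthesis and uptake passed (0.0459, the highest of its alternatives). In the exact permutation test of mean levels, 7 lists reached the smallest possible p of 0.0286, which is 0.0490 after adjustment over the 12 lists. These were steroid synthesis, cholesterol, cell division, ovulation, oocyte, endothelium and oviduct epithelium. Mean levels of the granulosa and leukocyte lists did not differ beyond the spread between arrays (exact p = 0.114 for each).

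**Figure D3:**
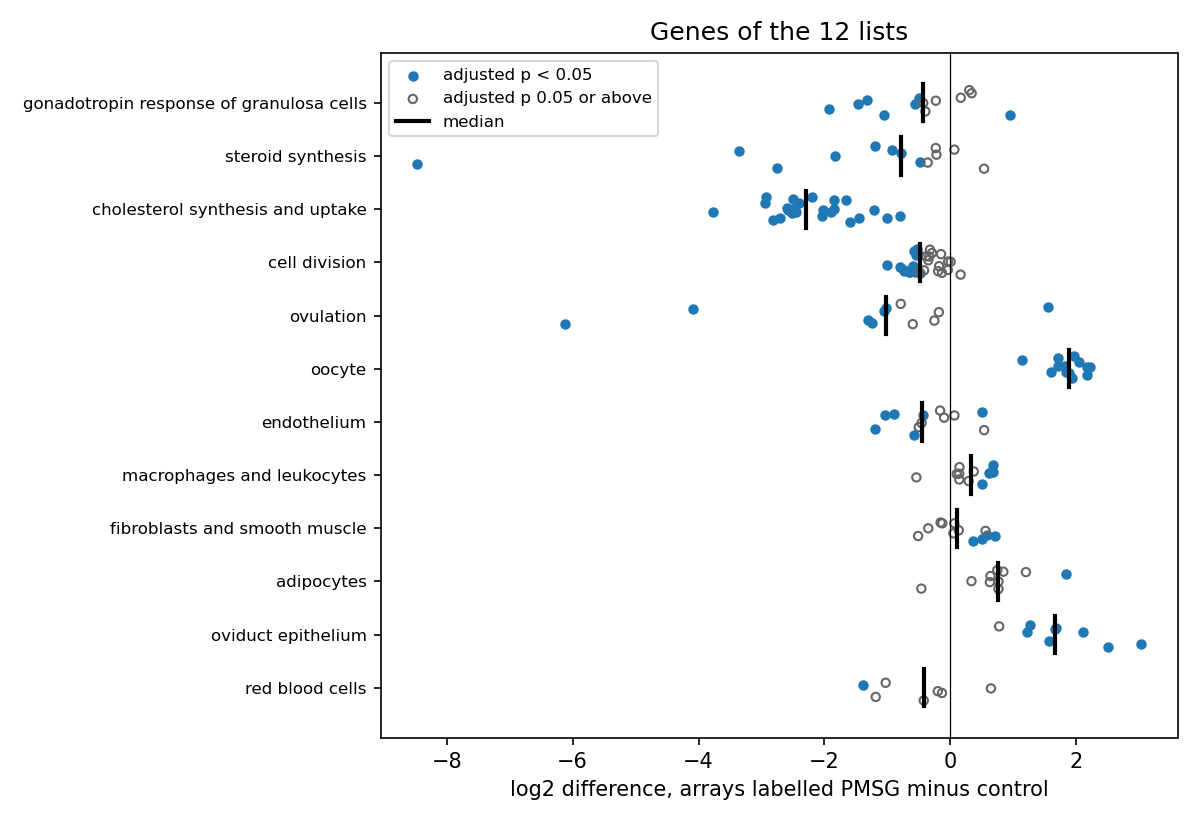
Log2 difference (arrays labelled PMSG minus control, horizontal axis) of each gene in the 12 lists (rows), 1 probe per gene, as fitted values also for genes below background on part of the arrays. Filled points are past an adjusted p of 0.05, open points are not, and bars are list medians, which run from -2.30 for cholesterol synthesis and uptake to 1.89 for oocyte genes.

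The median SD over probes between arrays of the same label was 0.16 (log2) for control and 0.27 for PMSG. The difference of 0.11 exceeded that of every other split of the centred values (exact two-sided permutation test, p = 0.0286). Without PMSG array 4 it was 0.05 and did not pass (exact permutation p = 0.114), so that array decided the call.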

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

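The comparison with chance and the test on 8 array measures were chosen only after the results were seen; 4 of those measures and the test for control RNA in PMSG array 4 were set before their values were seen.

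Among 238 groups of 4 values examined, 10 had 1 array far from the others, where the gap to the nearest array took an unusually large share of the group's range. Chance alone gives about 1 in 20 groups, here 11.9, so 10 are no more than chance gives (exact one-sided binomial test, p = 0.755). Genes share arrays and are not independent, so this p-value is approximate.

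In arrays labelled PMSG, array 4 was apart for Insl3 (gap 0.921 of the range), at 2.49 against 3.50 to 3.59. It was also apart for the muscle gene Tnnt3 (gap 0.923), at -2.65 against -3.42 to -3.36, and for the mean level of the granulosa cell list (gap 0.907), at 1.96 against 2.19 to 2.21. Array 3 was apart for Laptm5 (gap 0.903), at 2.52 against 2.42 to 2.43, for Atp6v1b1 (gap 0.853), at -4.29 against -3.45 to -3.30, and for Akr1c3 (gap 0.906), at -7.36 against -8.34 to -8.25. Array 2 was apart for Areg (gap 0.897), at -3.23 against -5.33 to -5.11. This Akr1c3 probe was well above background on 0 of the 4 arrays labelled PMSG.

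In arrays labelled control, array 1 was apart for Ptpn5 (gap 0.857), at -1.12 against -1.43 to -1.39. Array 2 was apart for Hsd17b7 (gap 0.909), at 2.76 against 2.13 to 2.18, and array 4 for Cdh16 (gap 0.887), at -1.31 against -0.72 to -0.65. Of the genes named here, Tnnt3 was not refitted without an array, and none of the others lost its call without the array concerned. The granulosa cell list lost its camera call without PMSG array 4 (adjusted p = 0.0534, in a range from 0.00176 to 0.553 over its alternatives).

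A fault of a whole array is a technical explanation for PMSG arrays 3 and 4, which had 3 of the 10 each. On the share of probes above background, the 75th percentile, the variation between spots and the slope of the spike-in controls, PMSG array 4 lay outside the range of the other 7 on 0 of 4 measures. With spike-in fit, negative controls, outlier spots and surrogate spots added it did so on 2 of 8, with the lowest mean of negative controls (20.3) and the fewest outlier spots (448). Each measure has a lowest and a highest array, so 2 of 8 is the average for any array, and the control-labelled arrays had 2 or 3. Low negative controls and few outlier spots are not signs of a poor hybridisation. PMSG array 4 also had the lowest weight, 0.279, when arrays were weighted by their deviations. The other arrays labelled PMSG had weights from 0.673 to 1.21, below those of all control-labelled arrays, 1.35 to 1.95. These measures neither point to a poor hybridisation or scan of PMSG array 4 nor exclude one. PMSG array 3 lay outside on 3 of the first 4 measures and on 4 of the 8, the most of any array. It had the highest share of probes above background (84.5%), the lowest 75th percentile (768), the lowest spike-in slope (0.868) and the fewest surrogate spots (2950), so a technical source of its values stays open. Admixture of control RNA would move PMSG array 4 toward control on nearly every probe, but it lay toward control on only 41.5% of the 2-fold probes, which argues against that cause. Chance may account for the count of 10, and a difference between animals stays open and untested.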

How the results depend on the processing

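The alternatives on GC content and on probes that share sequence were chosen after seeing the data; the others were set earlier.

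The count of probes differing between PMSG and control stayed within 6552 (without control array 4) to 11382 (without PMSG array 4) over 23 alternatives, against 8658. Quantile normalization gave 9050, equal-variance tests per probe 8191, the deposited values 8586, array weights 11002, GC trend removed 9209 and averaging of probes that share sequence 8419. Of the probes called with all arrays, from 74.6% (without control array 4) to 94.7% (without PMSG array 4) remained called when 1 array was left out. The share of differing probes that were higher was 51.4%, and without PMSG array 4 it was 61.3%. With quantile normalization it was 46.2%, and with median centring 43.2%.

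The count of probes differing by at least 2-fold, 2987, was 1483 after normexp background correction, whose offset shrinks differences of dim probes, and 400 with treat, which tests against a log2 difference of 1. It ran from 2690 to 3489 when 1 array was left out. Averaging of probes that share sequence gave 2845.

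The replicate block gave 7346 probes differing between PMSG and control and 2935 probes differing by at least 2-fold. Numbers do not pair the arrays: deviations of arrays with the same number correlated across probes at 0.0444, 0.0361, 0.183 and -0.0192. A block for slide row was fitted, with 8124 differing probes. A block for slide or scan date was not run, as there was 1 of each.

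With camera at an estimated correlation the gene lists past the threshold numbered 1. The adjusted p was 0.293 for steroid synthesis, 0.349 for cell division, 0.271 for ovulation, oocyte, endothelium and oviduct epithelium, and 0.553 for the granulosa list. The granulosa list also missed the threshold under quantile normalization (0.0544) and fry (0.0652). When 1 array was left out it ran from 0.00176 to 0.0726, and the call was lost without control array 2 (0.0726), control array 4 (0.0502) or PMSG array 4 (0.0534). The endothelium list missed it among probes well above background on all 8 arrays (0.0521). With 1 array left out, 7 to 10 lists passed.

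The leukocyte list passed under quantile normalization (0.0340), the replicate block (0.0327), eBayes with trend and robust (0.0480) and fry (0.0470). With 1 array left out it ran from 0.0114 to 0.173, passing without control array 3 (0.0114), PMSG array 1 (0.0478) or PMSG array 2 (0.0441). Red blood cells passed under quantile normalization (0.0416) and the replicate block (0.0306). With 1 array left out they ran from 0.0350 (without control array 4) to 0.201. Adipocytes ran from 0.0278 (without control array 3) to 0.566. The cause of these changes was not tested.

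The difference in spread ran from 0.0533 (without PMSG array 4) to 0.125 when 1 array was left out, and its call was lost without PMSG array 4. Key genes past the threshold numbered 5 to 6, and listed genes past it 85 to 102. Of 66 named genes, 59 kept their side of the threshold under every alternative. Of 1242 values of named genes, 12 lost and 5 gained a call, and 0 called differences changed direction. Below the threshold, Fshr ran from -0.02 to 0.56 and Cyp17a1 from -0.34 to 0.01. Signal over background limits the dimmest probes, and named genes below background on part of the arrays are given as bounds.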

Other observations

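Tests chosen only after the result was seen are the counts of other splits, the tests of a misplaced array, of scaling and of cell share, the tests of slide column, of the spread and of 8 array measures, and that of the shared-sequence probes. The tests of exchanged labels, GC content, muscle and control RNA in PMSG array 4 were set before the values they measure were seen.

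The 8 arrays can be split into 4 and 4 in 35 ways. For the count of differing probes, 1 of 35 splits gave as many, the real one, and the largest count in another split was 85. For the 2-fold count it was 1 of 35, with 81 in the next, and for listed genes past the threshold 1 of 35, with 0 in every other split. Chance can be excluded for these counts. For gene lists past camera, 10 of 35 splits gave 8 or more, with a median of 5 over the other splits, so chance cannot be excluded for the number of lists called. By fry 1 of 35 splits gave 8, with at most 1 in another.

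Genes that gonadotropin is generally known to raise in the ovary, such as Lhcgr, Star, Cyp11a1 and those of cholesterol uptake and synthesis, were lower in arrays labelled PMSG. Amh and the oocyte genes, whose share falls as follicles grow, were higher. This background comes from general knowledge of the field and from none of the data. As a test, 15 further genes of follicle cells were listed with their known direction before their own values were seen, though after the directions above were known. They share 0 genes with the 12 lists. Of the 11 past the threshold, 10 moved against the known direction (exact two-sided sign test over genes, which are not independent, p = 0.0117). Prlr fell by 2.15 and Pappa by 1.93, Amhr2 rose by 1.71, and Sfrp4, at 0.89, was the exception. The mean of genes known to rise minus that of genes known to fall was lower by label, with a difference of -1.94 (exact two-sided permutation test, p = 0.0286, the smallest possible). Of 10 further oocyte genes, 10 were higher.

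A candidate explanation is that the labels of the groups are exchanged at some stage between the animals and the deposited records, which the 10 genes are in line with. At which stage cannot be settled, and nothing else in the data used here identifies the treatment of an array independently of its label. A single misplaced array or a swap of 1 pair is argued against, since 0 of 8 arrays correlated better with the other label. Scaling is argued against, since the median of the cholesterol genes stayed at -2.09 or lower over 5 scalings. A lower share of the main cell type that raised all other cell types alike is argued against. The oocyte list rose by 1.71 more than the fibroblast and smooth muscle list (exact two-sided permutation test, p = 0.0286). Cell types need not shift alike, so this test cannot decide about cell shares that changed by unlike amounts, which stay open. A true response of these animals in the direction of the labels stays open and was not tested. If the labels are exchanged, every direction given here turns around, while the counts of differing probes stay as they are.

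All arrays were on 1 slide. Its columns 3 and 4 hold 1 array of each label, and the others hold 1 label only. Of 3900 probes separated by at least 2-fold among the 4 arrays of the other columns, 82.4% had the same sign in both column 3 and column 4, where chance gives 25%. Nearly all had been predicted without an effect of column, and the share fell short of that. The probes were chosen on 4 arrays without a significance test, and probes picked by noise would also lower the share. The test therefore cannot decide whether column position is the source of a part of the differences, which stays open. Removing each array's trend with GC content left 9209 differing probes, which argues against GC content.

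The striated muscle gene Dhrs7c (3.30), and Ankrd2 (3.11) and Myom2 (3.01), which were chosen after their values were seen, were higher in arrays labelled PMSG. Skeletal muscle carried over at dissection could raise them, and would raise abundant muscle genes by about as much. Of 12 such genes 10 were tested, with a median log2 difference of 0.58, and 0 of the 10 rose by as much as 3.01. Tnnt3 (2.00) and Myh4 (1.33) were higher past the threshold, Acta1 fell by 1.82, and Ckm, at 0.51, did not pass. This argues against carried-over muscle as the source. The rule for comparing the median with 3.01 was set after the values were seen, since the wording written earlier left a median of this size undecided. Regulation within the ovary stays open and untested.

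In the plot of difference against level, a narrow band of bright probes lay lower in arrays labelled PMSG by about the same amount. Of 142 probes described as like the glyceraldehyde-3-phosphate dehydrogenase transcript Gapdh, or sharing a run of 25 bases with such probes, 136 were tested, 127 differed, 111 were at least 2-fold lower and 0 were 2-fold higher. The brightest named Gapdh probe fell by 1.02 (SE 0.13, limma adjusted p = 8.85e-04). With named Gapdh probes left out, 67.7% of the tested probes of this set lay within 0.25 of that probe's log2 difference. Of other tested probes 5.03% did. Nearly all probes of the set had been predicted to, so the prediction was met only in part. The median log2 difference of the set was -1.16, and further named Gapdh probes stood at -1.12 and -1.21. The share was counted around the brightest probe alone, so it depends on that choice of reference. Probes that bind the 1 transcript may make up most of the band, and which loci changed cannot be told apart by this test.

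The larger spread in arrays labelled PMSG may come from a single array. Without PMSG array 4 the difference in median SD was 0.0533 and no longer passed (exact permutation p = 0.114), and the rule that reads this as undecided was set after the values were seen. Between PMSG arrays other than array 4, the median absolute difference per pair ran from 0.199 to 0.289. It ran from 0.156 to 0.187 between control arrays, and from 0.294 to 0.392 in pairs with PMSG array 4. Array 4 may therefore not be the whole source, although pairs share arrays and are not independent. With 4 arrays per label a single array and a wider spread of all animals cannot be told apart. Noisier spots were tested by the variation between spots of a probe, 3.96% ± 1.27 (SD, n = 4) for control and 4.18% ± 1.13 (SD, n = 4) for PMSG. The difference of 0.220 did not exceed the spread between arrays (exact two-sided permutation test, p = 0.771), but technical variation does not decide about a spread between animals. In a principal component analysis the first component, with 54.2% of the variance, separated the labels, and PMSG array 4 lay apart on the second. Its hybridisation, outside the range of the other arrays on 2 of 8 measures as the average array was, stays open, while the 41.5% of probes toward control argue against admixture of control RNA.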
